A study of Homo sapiens with 6 samples. Its data were reported in "O-GlcNAcylation controls pro-fibrotic transcriptional regulatory signaling in myofibroblasts" (2024).

How the data were processed

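RNA was measured by sequencing in LX-2 cells, a human cell line derived from hepatic stellate cells (the liver cells that turn into collagen-producing myofibroblasts). Cells had been transfected for 72 h with 20 nM of a control small interfering RNA (siControl) or of one against OGT (siOGT), the enzyme that attaches O-linked N-acetylglucosamine to proteins. There were 3 libraries per group, and groups and replicate numbers were taken from the labels.

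Per the study's methods, the authors enriched polyadenylated RNA with oligo-dT, sequenced it paired-end, aligned the reads to the human genome (hg38) with Bowtie2 and counted them per gene with RSEM in a strand-specific mode. The values deposited per library are RSEM expected counts, that is, estimated counts in which a read that matches several genes is divided between them. They were not normalized, and between 85.8% and 87.7% of the values in a library were whole numbers. Because divided reads can move between near-identical genes, values of gene families with several copies are uncertain. The methods name a GENCODE annotation, whereas some of the symbols in the files have the form used by RefSeq, so the gene models behind the counts are not known exactly. The authors also deposited a table of their own comparison, made with DESeq2 with samples of the same replicate paired, after genes with a total count below 10 had been removed. In it, baseMean is a signal, the mean over all libraries of counts that the authors divided by size factors. The effect in the authors' deposited table is a log2 fold change of siOGT against siControl. Its p-value column holds p-values that the authors adjusted for multiple testing.

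The files held 16907 gene symbols in the same order. Totals ranged from 25996770 to 27966801 expected counts per library. Expected counts were rounded to whole numbers, and genes with a total below 10 were removed, which left 14853 genes. The 2054 genes removed held 0.00447% of the counts. Libraries were scaled with TMM factors, which ranged from 0.979 to 1.02. Genes were tested with the two-sided quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with the replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method. A gene is called where the adjusted p-value was at most 0.05. CPM values are counts scaled by library total and TMM factor, errors of means are SD over 3 libraries, and log2 ratios within a pair use a prior count of 2. Standard errors (SE) and 95% confidence intervals of log2 fold changes were derived from the F statistic.

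The replicate numbers pair the samples. The study's methods pair treated and control samples of one replicate, and the deviations from the group means over 12373 genes with a mean of at least 1 CPM correlated between same-numbered libraries by 0.69, 0.53 and 0.33. These correlations are across genes, which are not independent replicates. In those genes the replicate number carried 51.0% of the variance of log2 CPM within genes and the group 33.6%, and 15.4% was left over. The replicate number has 2 degrees of freedom and the group 1, so their shares cannot be set against each other. What was left over has as many degrees of freedom as the replicate number, so those shares can be compared. No 2 libraries of a group agreed within counting noise, the chi-square per degree of freedom being at least 20.3 in every pair.

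Gene lists were tested by preranked enrichment with fgsea 1.28.0, weighted by the log2 fold change from edgeR. The study's methods took log2 fold changes from DESeq2 and used other software. A normalized enrichment score (NES) below 0 means that members of a list gathered among genes lower in siOGT. P-values of lists were adjusted within 3 families. The first held 5 published fibrosis signatures, and the second held 3 lists from experiments with an OGT inhibitor in the same cell line, from other libraries. The third held 4 lists written for this work, namely YAP/TEAD targets, interferon-stimulated genes, proliferation genes and ATF4 targets. Older symbols were matched through RefSeq synonyms. Of the genes near regions that lost H3K27ac under the inhibitor, 1136 of 1781 had a match in the files. The copy of the fibrogenic MF-HSC list used here held 162 genes. Preranked enrichment shuffles genes and does not take the correlation between genes into account, so camera and fry (limma 3.58.1) were run as alternatives. Enrichment of pathway terms was not analysed here.

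The genes named in the report were chosen by a rule set before the data were examined. It comprised a fixed list of 20 genes and the 5 highest and 5 lowest log2 fold changes. These were taken among called genes with a mean of at least 1 CPM and the same sign in all 3 pairs, OGT excluded. The study named genes of the fixed list or discussed a group they belong to, such as the hexosamine pathway or housekeeping genes. Other genes were chosen after their values were seen, and this is said where they appear. A list of 15 reference genes often used in RT-qPCR and a list of circadian clock genes were also written after the data were seen. Coordinates are from GENCODE 44 on hg38, in which 16344 of the 16907 symbols were found.

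The tests were tried on simulated data drawn from the means of 14705 real genes, 200 of them changed. With the replicate block edgeR recovered 90% of the changed genes, and 5.76% of its calls were false. Without the block it recovered 46.5%, but the counts were drawn from the fit with the block, so this advantage was built in. DESeq2 1.42.0 with the block recovered 83.5%, with 1.18% of calls false. These rates need not hold for the real data, in which edgeR called 3766 genes. The simulated changes were also all larger than the median absolute log2 fold change of real calls shared with the authors' deposited table (0.37). A planted list of 60 genes, 20 of them simulated lower, had an NES of -2.24, and 2 of 100 random lists had an unadjusted p-value of at most 0.05. Genes were simulated independently, so the random lists cannot show what correlation between genes does to the list test.

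Alternatives fixed before the data were examined were DESeq2 with the block, no replicate block, median-ratio size factors, library totals alone, no filter on low counts, edgeR's filterByExpr, and leaving out each replicate pair in turn. For the lists they also comprised ranking by the signed square root of F, camera with a preset correlation of 0.01 or an estimated one, and fry. Those added later were DESeq2 without the block, a correction of each library for GC content and transcript length (known for 97.4% of the genes tested), lists without collagen genes, and rankings without low-count genes.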

Results

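Transcriptomes of LX-2 cells were compared between a siControl and a siOGT group, with 3 libraries per group in 3 pairs. The siControl libraries held 26739765, 25996770 and 27966801 expected counts and the siOGT libraries 26511692, 27235680 and 26381840. Between 15142 and 15546 genes were above 0 in a library, and the 10 most abundant genes took between 4.12% and 4.89% of its counts.

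OGT (chromosome X, 71533087 to 71575892, plus strand, hg38) was examined first, since its silencing checks the labels. The siControl libraries had 4737, 3489 and 3383 OGT counts, and the siOGT libraries 1079, 726 and 782. This corresponded to 145 ± 28.9 CPM in siControl and 32.0 ± 6.94 CPM in siOGT (SD, n = 3 each). The log2 fold change was -2.18 (SE 0.073, 95% confidence interval -2.34 to -2.03), with an edgeR adjusted p-value of 2.712e-12. In the 3 pairs, 22.6%, 19.7% and 24.1% of the siControl level remained. The alternative that moved this value most was leaving out replicate 2, which gave -2.11.

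The effect of OGT silencing on the whole transcriptome was then determined. Of 14853 genes tested, edgeR called 3766 at an adjusted p-value of at most 0.05, 1885 higher and 1881 lower in siOGT. Scaled by library totals alone, 2113 were called higher and 1614 lower. A change of at least 2-fold was found for 161 called genes, 88 higher and 73 lower. The number of calls depended on pairing: without the replicate block edgeR called 130 genes, all of them among the 3766 and with the same sign. DESeq2 called 2415 genes with the block and 849 without it. Leaving out replicate 1 lowered the edgeR count to 1803, whereas leaving out replicate 2 or 3 gave 3251 and 3439.

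**Figure D1:**
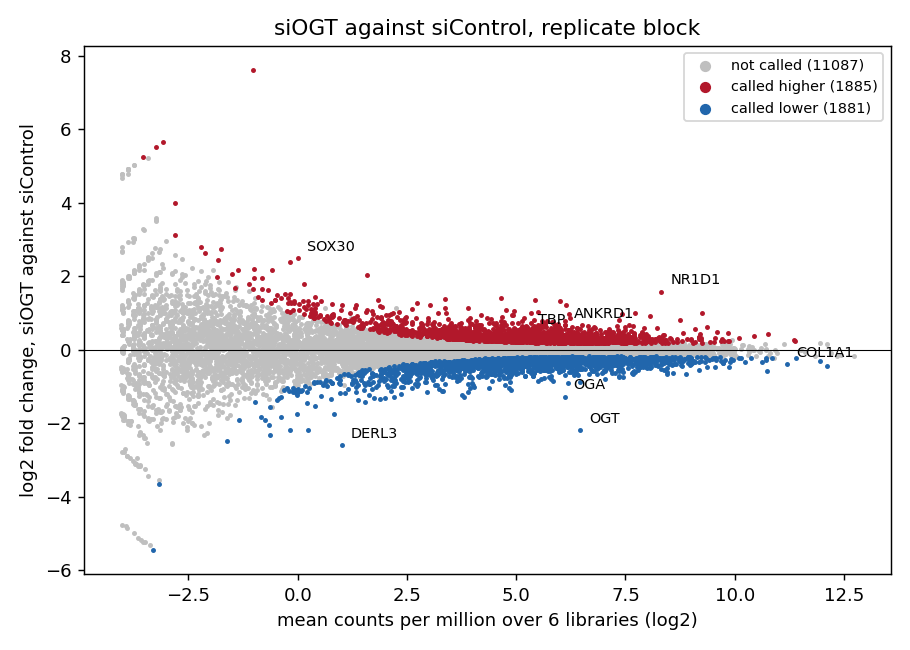
Log2 fold change of siOGT against siControl (vertical axis) against mean CPM over the 6 libraries on a log2 scale (horizontal axis), 1 point per gene tested. The 1885 genes called higher are red, the 1881 called lower are blue and genes not called are grey, and OGT lies at -2.18.

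The authors' deposited table listed 14853 genes, of which 2415 had an adjusted p-value of at most 0.05. Of these, 1117 were higher and 1298 lower in siOGT in the authors' deposited table, and 81 changed at least 2-fold. DESeq2 with the replicate block, run here on the rounded counts, called 2415 genes, and all 2415 were called in the authors' deposited table. The edgeR test called 2399 of the genes called in the authors' deposited table, with no gene of opposite sign, and 1367 genes besides. The median absolute log2 fold change was 0.37 among shared calls and 0.29 among genes called by edgeR alone. At an adjusted p-value of at most 0.01 in both, 1424 calls were shared with the authors' deposited table.

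The fixed list of 20 genes covered collagens, myofibroblast markers, transcriptional regulators, hexosamine pathway enzymes and reference genes. Over all genes tested, 8 of them were called, 6 lower and 2 higher, and 10 were called when adjusted over the list alone. Without the replicate block edgeR called 2, OGT and OGA, and DESeq2 called these, COL5A2 and TBP. Among genes encoding fibrillar collagens, COL1A1 (chromosome 17, 50184101 to 50201632) fell from 2658 ± 485 to 2023 ± 357 CPM (SD, n = 3 each), a log2 fold change of -0.39 (SE 0.076, edgeR adjusted p-value 0.00111). It was lower in all 3 pairs, by log2 ratios of -0.57, -0.39 and -0.21. Its call was lost without the replicate block (adjusted p-value 0.224) and without replicate 1 (0.0893). COL1A2 had a log2 fold change of -0.32 (edgeR adjusted p-value 0.0107). This call was also lost without the block (0.566), without replicate 1 (0.33) and with DESeq2 (0.165). The log2 fold changes of COL3A1 and COL5A2 were -0.64 and -0.56, with edgeR adjusted p-values of 5.260e-05 and 9.396e-05, and both genes were lower in 3 of 3 pairs.

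OGA, which encodes the enzyme removing the modification (chromosome 10, 101784443 to 101818465), fell from 97.3 ± 2.87 to 40.6 ± 8.36 CPM (SD, n = 3 each), a log2 fold change of -1.28 (SE 0.085, edgeR adjusted p-value 3.313e-08). ANKRD1 was higher in 3 of 3 pairs, with a log2 fold change of 0.68 (edgeR adjusted p-value 1.317e-05), and its call was lost without the block (0.358). TBP, listed as a reference gene, had a log2 fold change of 0.51 (edgeR adjusted p-value 1.373e-04) and was higher in 3 of 3 pairs. Its adjusted p-value without the block was 0.0521 with edgeR and 0.00192 with DESeq2. The other 12 genes were not called, with log2 fold changes between -0.62 for PPARG and 0.25 for ACTA2. PPARG had between 14 and 104 counts per library, and was called without replicate 2 (log2 fold change -0.98, adjusted p-value 0.0285). GNPNAT1 was called without replicate 3 (-0.20, 0.0399). The fit without replicate 2 had infinite prior degrees of freedom, that is, the same quasi-likelihood spread for all genes apart from its trend with abundance, against 15.5 with all pairs. For BNC2, TEAD1, TEAD4 and YAP1 the log2 fold changes were -0.01, -0.09, -0.08 and -0.12, and each 95% confidence interval included 0. GAPDH had a log2 fold change of -0.17 and was not called by edgeR (adjusted p-value 0.0744), but was called by DESeq2 with the block (0.0266) and without a filter on low counts (0.0493, with 70.9 prior degrees of freedom).

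**Figure D2:**
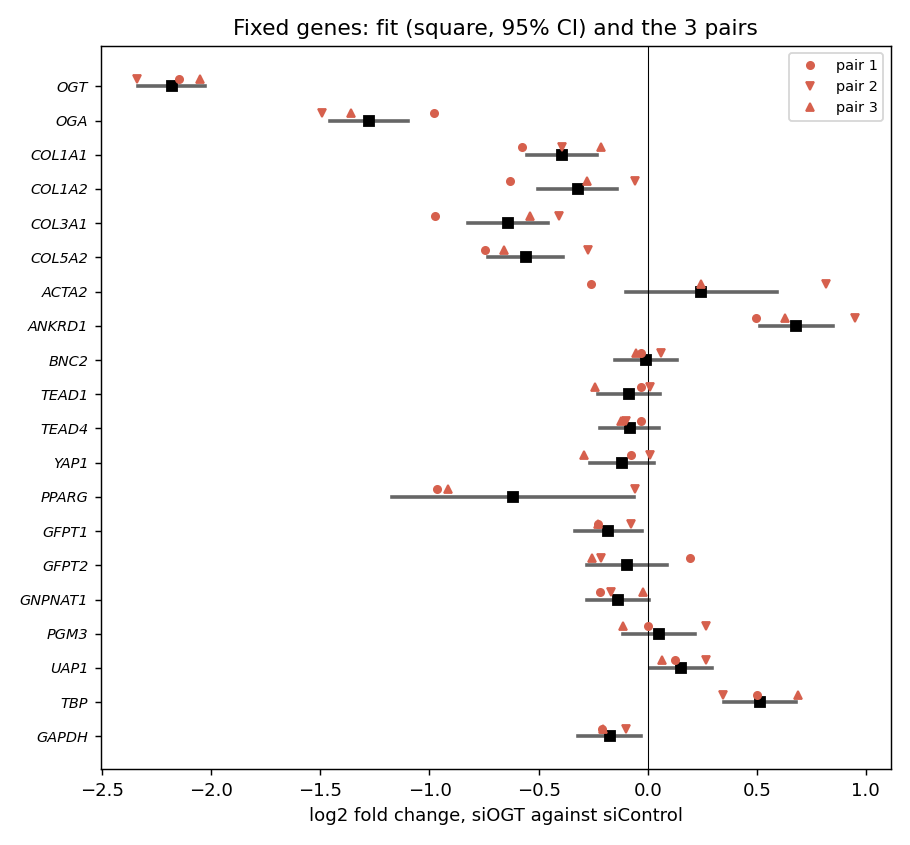
Log2 fold change of siOGT against siControl (horizontal axis) for the 20 fixed genes (vertical axis). Squares are values of the edgeR fit with 95% confidence intervals and red symbols are the log2 ratios of the 3 pairs. OGT, OGA and the 4 collagen genes lie below 0 in all pairs, whereas ANKRD1 and TBP lie above 0.

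The 5 highest log2 fold changes under the rule for named genes were those of SOX30 (2.49), TBC1D3C (2.02), CLDN14 (1.80), NR1D1 (1.58) and FGF18 (1.44). Only NR1D1 (chromosome 17, 40092793 to 40100589, minus strand) was abundant, with 159 ± 33.3 CPM in siControl and 481 ± 131 CPM in siOGT (SD, n = 3 each, edgeR adjusted p-value 7.570e-10). Over 18.0% of its exonic bases NR1D1 overlaps THRA on the opposite strand, and the counting used strand. SOX30 rose from 10, 6 and 8 counts to 49, 32 and 57 counts. The value of TBC1D3C is uncertain, since it belongs to a family of near-identical genes and had 0 counts in siControl 3, and it was not called by DESeq2 with the block (adjusted p-value 0.247). CLDN14 lost its call without replicate 1 (adjusted p-value 0.126). The 5 lowest were DERL3 (-2.59), RFLNA (-2.17), LIPG (-1.75), GRIN1 (-1.53) and SPTB (-1.45). DERL3 (chromosome 22, 23834503 to 23839128, minus strand) fell from 94, 113 and 67 counts to 7, 21 and 18 counts (edgeR adjusted p-value 2.018e-05). On the opposite strand SMARCB1 covers 77.0% of the exonic bases of DERL3, and PLEKHG3, itself called lower (log2 fold change -0.71), covers 3408 of the 14796 exonic bases of SPTB. RFLNA had 0 counts in siOGT 1 and siOGT 2 but 40 in siOGT 3 against 47 in siControl 3, and it shares exonic bases on the same strand with ZNF664. Its value is therefore uncertain, and its call was lost without replicate 1 (adjusted p-value 0.31) and with DESeq2 with the block (0.082). Without the replicate block, edgeR called SOX30, NR1D1 and DERL3 among these 10 genes. DESeq2 without the block called these, FGF18 (adjusted p-value 0.0150) and LIPG (0.00278).

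Whether genes linked to fibrosis were shifted was examined with the 5 signatures. All 5 had an NES below 0, and 1 passed the threshold. The liver fibrosis matrisome had an NES of -1.80 (adjusted p-value 0.00745), and 28 of its 53 genes tested were called lower and 1 higher. The fibrogenic MF-HSC list had an NES of -1.29 (0.0947), the liver fibrosis list -1.26 (0.171), the MF cell identity list -1.16 (0.175) and the heart, kidney and lung fibrosis list -1.37 (0.0947). These results moved with the filter on low counts and with the set test. After filterByExpr all 5 passed the threshold, whereas without a filter 0 of 5 passed (1 at an unadjusted p-value of at most 0.05) and the liver fibrosis list and the heart, kidney and lung fibrosis list had an NES of 0.66 and 1.06. Ranked by the signed square root of F, all 5 passed, with an NES from -2.61 to -1.68. With camera at its preset correlation 5 passed, and with an estimated correlation or with fry 0 passed, although 0 and 2 respectively had an unadjusted p-value of at most 0.05. Without replicate 2 the number was 3, and without replicate 3 it was 0 (2 at an unadjusted p-value of at most 0.05).

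The lists from OGT inhibitor experiments shifted in matching directions. Genes lower under the inhibitor had an NES of -2.03 (adjusted p-value 3.687e-13), with 129 of 498 genes tested called lower and 40 higher. Genes higher under the inhibitor had an NES of 1.91 (1.707e-10), with 88 of 492 called higher and 44 lower. Genes near regions that lost H3K27ac had an NES of -1.48 (1.522e-07), with 267 of 1090 called lower and 113 higher. All 3 lists passed with camera at its preset correlation. None passed with fry, whose adjusted p-values were between 0.0585 and 0.0601, or with an estimated correlation (0.219 for each list).

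Of the 4 lists written for this work, 2 passed the threshold. Proliferation genes had an NES of -2.03 (adjusted p-value 3.724e-04), and 23 of 28 were called lower and 0 higher. This list also passed with fry (0.0155), but not with an estimated correlation (0.202). Interferon-stimulated genes had an NES of -1.80 (0.0122), with 9 of 21 called lower. The result did not hold with DESeq2 (0.138), without replicate 2 (0.13), with fry (0.234) or with an estimated correlation (0.372). YAP/TEAD targets had an NES of 0.92 (0.568), and ATF4 targets had an NES of 1.25 (0.275). Of 19 ATF4 targets tested, 7 were called higher and 5 lower, with a median log2 fold change of 0.10, so this list moved both ways. The ATF4 list passed when ranked by the signed square root of F (NES 1.69, adjusted p-value 0.0138). It also passed with camera at its preset correlation (0.0103) and with fry (0.0155). Fry does not rank by fold change and tests a list by itself, not against the other genes. With an estimated correlation the ATF4 list did not pass (0.203).

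**Figure D3:**
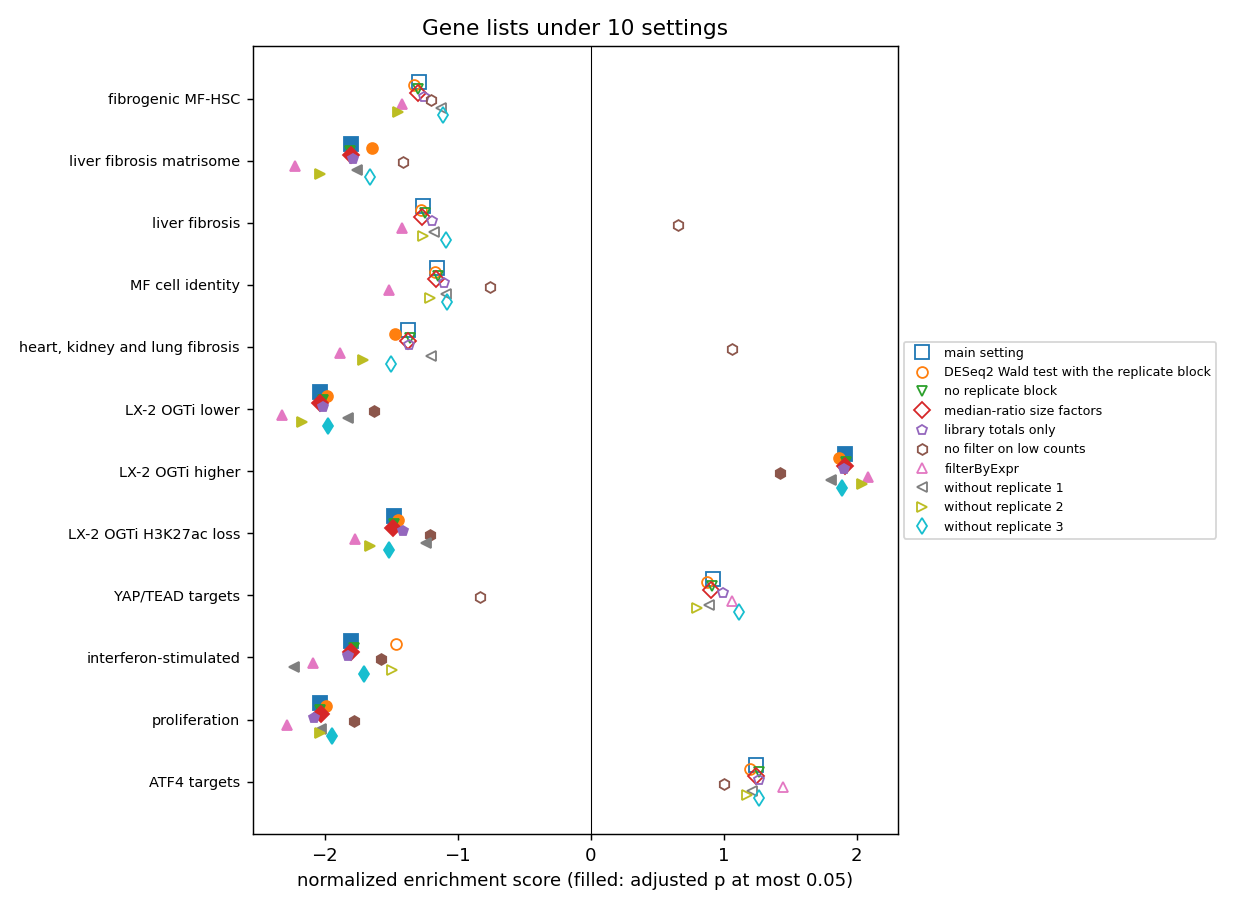
Normalized enrichment score (horizontal axis) of the 12 gene lists (vertical axis) under 10 settings, 1 symbol per setting, the large squares being edgeR with the replicate block. Filled symbols have an adjusted p-value of at most 0.05. The 3 inhibitor lists and the proliferation list are filled under all 10 settings, and the open symbols of 3 lists cross 0 without a filter on low counts. Camera, fry and the ranking by the signed square root of F are not drawn.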

Values the study reported

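The study described the LX-2 silencing experiment as 3 independent experiments, with siRNA at 20 nM for 72 h. Its enrichment analyses used lists of 61 liver fibrosis genes, 163 fibrogenic MF-HSC genes and 71 liver fibrosis matrisome genes.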

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

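DESeq2 without the block, the correction for GC content and transcript length, the lists without collagen genes and the rankings without low-count genes were chosen after the data were seen. OGT stayed lower and called under all 11 alternatives run for it, with log2 fold changes from -2.25 to -2.11. With median-ratio size factors 3699 genes were called, 3688 of them among the 3766, and with library totals alone 3727, 3498 of them among the 3766, with 2113 higher and 1614 lower. Neither changed the call of a list, a fixed gene or a named gene, although BNC2, not called under either, had a log2 fold change of 0.015 with library totals.

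Pairing mattered most for the count of genes. Without the replicate block edgeR called 130 genes (71 higher, 59 lower, 26 at least 2-fold) and 2 fixed genes. The common dispersion was 0.0193 without the block and 0.00449 with it, so a larger spread between replicates goes with the smaller count. The prior degrees of freedom were also lower without the block, 5.82 against 15.5. How much each lowered the count was not tested. Of the other genes named, 13 lost their call and none changed sign. DESeq2 without the block called 849 genes (388 higher, 461 lower, 59 at least 2-fold) and 4 fixed genes, and 9 other genes lost their call. Against edgeR with the block, no list test changed its call in either fit without the block. Between the DESeq2 fits 2 did, as the adjusted p-value was 0.0379 with the block and 0.0856 without it for the heart, kidney and lung fibrosis list, and 0.138 and 0.0142 for the interferon-stimulated list. With the block, DESeq2 called 2415 genes (1117 higher, 81 at least 2-fold), and of the other genes named 3 lost and 1 gained a call. It left 2 signatures called, the heart, kidney and lung fibrosis list having an NES of -1.47, and 1 own list, the interferon-stimulated list having an NES of -1.47. For these differences between tools the cause was not tested. At an adjusted p-value of at most 0.01, 1424 calls were shared with the authors' deposited table, against 2399 at 0.05, as a stricter threshold must lower the count.

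Leaving out 1 replicate pair at a time gave from 1803 to 3439 called genes, from 858 to 1652 higher and from 945 to 1787 lower, with the lowest counts without replicate 1. From 0 to 3 signatures and from 1 to 2 own lists were called. The NES ranged from -1.45 to -1.11 for the fibrogenic MF-HSC list, from -2.04 to -1.66 for the liver fibrosis matrisome, from -1.71 to -1.20 for the heart, kidney and lung fibrosis list and from -2.23 to -1.50 for the interferon-stimulated list. Among genes not called, ACTA2 ranged from -0.032 to 0.54, BNC2 from -0.044 to 0.0080, passing through 0.0024, and PGM3 from -0.058 to 0.13. Fits without a pair have 1 residual degree of freedom in place of 2. The prior degrees of freedom, which measure how far the spread is shared between genes, were 24.2 without replicate 1, infinite without replicate 2, 14.04 without replicate 3 and 70.9 without a filter, against 15.5 for all pairs. Why replicate 1 carried so many calls was not tested.

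The signatures depended on the filter on low counts. Without a filter 0 were called (1 at an unadjusted p-value of at most 0.05), the liver fibrosis matrisome having an NES of -1.41, and the NES changed sign to 0.66 for the liver fibrosis list, to 1.06 for the heart, kidney and lung fibrosis list and to -0.83 for the YAP/TEAD list. With filterByExpr 5 were called, and the NES was -1.42 for the fibrogenic MF-HSC list, -1.42 for the liver fibrosis list, -1.52 for the MF cell identity list and -1.88 for the heart, kidney and lung fibrosis list. When low-count genes outside the lists were dropped, 5 were called, and these values were -1.50, -1.45, -1.35 and -1.59. When low-count members of the lists were dropped, 2 were called, the heart, kidney and lung fibrosis list having an NES of -1.65. Without collagen genes 0 were called, and 0 had an unadjusted p-value of at most 0.05, the matrisome having an NES of -1.40.

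The set test mattered as well. Ranked by the signed square root of F, 5 signatures were called. The NES was -1.72, -1.69, -1.68 and -2.08 for the fibrogenic, liver fibrosis, MF cell identity and heart, kidney and lung lists. ATF4 targets, with an NES of 1.69, were also called in this ranking (adjusted p-value 0.0138). Camera with a preset correlation called 5 signatures, with adjusted p-values of 0.0139 for the fibrogenic, liver fibrosis and MF cell identity lists, 9.140e-04 for the heart, kidney and lung list and 0.0103 for ATF4 targets. With an estimated correlation 0 signatures, 0 inhibitor lists and 0 own lists were called, and 0 of these lists had an unadjusted p-value of at most 0.05. The adjusted p-values were 0.368 for the matrisome, 0.219 for each inhibitor list, 0.372 for interferon-stimulated genes and 0.202 for proliferation genes. With fry 0 signatures and 0 inhibitor lists were called (2 and 2 at an unadjusted p-value of at most 0.05), with 0.0772 for the matrisome, 0.0601, 0.0585 and 0.0601 for inhibitor lists lower, higher and H3K27ac loss, and 0.234 for interferon-stimulated genes, but ATF4 targets had 0.0155. The estimated correlation ranged from -0.054 for ATF4 targets to 0.50 for the interferon-stimulated list. With an estimated correlation camera also takes its p-values from the 2 residual degrees of freedom, and the lowest unadjusted p-value of any list was 0.0505, for proliferation genes, so lost calls there say little. Why calls were lost was not tested.

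Without replicate 1, 4 of the other genes named lost their call, and without replicates 2 and 3, 1 each gained one, PPARG and GNPNAT1. Among the other alternatives, 1 gene each gained a call without a filter and with the correction for GC content and transcript length. The depth of the libraries limits the named genes of low abundance, of which all but NR1D1 had at most 164 counts in any library.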

Other observations

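The tests on TBP and on the circadian clock, the correction for GC content and transcript length, the lists without collagen genes and the rankings without low-count genes were chosen only after the data had been seen. The count of genes was set against other splits of the libraries. Among the 4 splits that part all 3 pairs, 1, the real one, gave as many calls with the replicate block, and the others gave 0, with 74 to 123 genes at an unadjusted p-value of at most 0.05 against 5456 in the real one. Among the 10 splits without the block, 1, the real one, gave as many calls, the others giving at most 1. At an unadjusted p-value of at most 0.05 the real split had 2691 genes and the others from 81 to 1948. For the fixed genes called, 1 of the 4 paired splits gave as many, and for the own lists 1 of 4. For the signatures 2 of the 4 gave as many, since swapping pair 2 gave 4 signatures, more than the 1 of the real split. For the inhibitor lists 3 of the 4 gave as many. The numbers of signatures and of inhibitor lists called thus do not set the real split apart from the others. A split that swaps 1 or 2 of the 3 pairs leaves part of the silencing effect, with either sign, in the mean log2 fold change that ranks the genes, and puts the rest into the residual spread. The other splits are therefore not free of the effect, and their low gene counts follow in part from the real difference between the groups. With 4 or 10 splits the share cannot fall below 0.05, so these counts give no significance level. Apart from the splits, at most 24.1% of OGT remained in each of the 3 pairs, which checks the labels but not the number of calls.

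Bias from GC content or transcript length was tested as an explanation of the called genes. Across 12234 genes the log2 fold change had a Spearman correlation of -0.11 with GC content and 0.0094 with length. After each library was corrected for both, 94.8% of the calls were kept with the same sign, which argues against this bias as the whole explanation. Of the signatures called, 1 of 1 kept its call after this correction.

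All 23 collagen genes with a mean of at least 1 CPM were lower in siOGT, and 20 were called lower, with a median log2 fold change of -0.43. With library totals alone 23 were lower and 19 called lower. This family was examined as a whole after its values were seen. The call of the matrisome may rest on collagen genes. Without them, 0 of the 1 called signatures kept its call (NES -1.40). As the 4 collagen genes of the fixed list had been seen to be lower before the test was set, removing such genes was bound to move the NES toward 0, and the lost call decides little. This reading was adopted after the value was seen, whereas under the prediction as first worded the lost call goes with collagen genes alone. Of the 37 other matrisome genes tested 14 were called lower and 1 higher, against 12.7% called lower among all genes tested, a count made after the values were seen. Whether the call rests on collagen genes alone stays open.

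Fewer signatures passed with all genes ranked than after filterByExpr. The 1403 genes which filterByExpr dropped had an SD of log2 fold changes of 1.31, against 0.35 for genes kept, and held 56.9% of the 1000 largest absolute values. Noisy fold changes of low-count genes outside the lists may explain this difference, since dropping only these 1367 genes brought the number called to 5. Dropping only the 36 low-count members of the lists gave 2, more than the 1 with all genes and fewer than 5, so a part played by these members stays open.

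TBP was higher in 3 of 3 pairs, and among the 15 reference genes it had the largest absolute log2 fold change, the median being -0.08. Of these 15 genes 5 were called, TBP higher and 4 lower, namely HPRT1 (-0.38), PGK1 (-0.39), TFRC (-0.34) and PPIA (-0.23), the last 4 chosen after their values were seen. The lowest value under the other scalings was 0.51, still called. As the TMM factors lay between 0.979 and 1.02, these scalings could hardly differ, and this value decides little. An error of scaling would move all genes alike, whereas the median of the reference genes was -0.08, so TBP rose relative to them. GC content and transcript length are argued against, as the value of TBP after correction was 0.50 (edgeR adjusted p-value 5.023e-05). Without the replicate block the call did not hold with edgeR (0.0521) but held with DESeq2 (0.00192). A response of TBP to OGT silencing may be put forward as a hypothesis, and a sequence-dependent effect of the siRNA stays open, as the 2 groups differ in siRNA and no second siRNA was analysed here. Relative to TBP, the log2 fold change of COL1A1 would be -0.91 in place of -0.39, and that of GAPDH -0.69 in place of -0.17.

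NR1D1 and BHLHE41, the latter chosen after its value was seen, had log2 fold changes of 1.58 and 1.32, higher in 3 of 3 pairs each. A shift in the phase of the circadian clock may be one explanation, and would move genes driven by E-boxes and genes repressed by NR1D1 in opposite directions. Of 8 E-box genes 7 were higher, 6 of them called, with a median log2 fold change of 0.43. All 4 genes repressed by NR1D1 were higher, 1 of them called, with a median of 0.19. The same numbers were found under both other scalings. The difference of medians was 0.24. Both sets thus moved the same way, which under the prediction as first worded counts against a shift in phase. The condition that at least as many genes of each set be called higher as not was added after this value was seen. Under it, with 4 repressed genes and 1 call, a shift in phase and a direct response to silencing cannot be told apart, and all libraries were taken at a single time point.

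YAP/TEAD targets moved both ways, with 5 called higher and 3 lower, or 9 higher and 2 lower with library totals alone. ANKRD1 and GADD45A had log2 fold changes of 0.68 and 0.71, whereas CTGF, the older symbol of CCN2, had -0.63 and CYR61 -0.21. Apart from ANKRD1 these were chosen after their values were seen. Without the replicate block CTGF and GADD45A lost their call with edgeR (adjusted p-values 0.0652 and 0.176) and kept it with DESeq2 (0.00197 and 0.0418). CYR61 lost its call without the block with both (0.309 and 0.273) and, with the block, without replicate 1 (0.301). No explanation was tested.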
